# RNA-binding protein CELF6 modulates transcription and splicing levels of genes associated with tumorigenesis in lung cancer A549 cells

**DOI:** 10.7717/peerj.13800

**Published:** 2022-07-26

**Authors:** HuSai Ma, GuoWei Liu, Bin Yu, Joshua Wang, YaLi Qi, YiYing Kou, Ying Hu, ShunJun Wang, Fei Wang, Dong Chen

**Keywords:** RNA-Binding Protein, CELF6, Alternative splicing, Lung cancer, RNA-seq

## Abstract

CELF6 (CUGBP Elav-Like Family Member 6), a canonical RNA binding protein (RBP), plays important roles in post-transcriptional regulation of pre-mRNAs. However, the underlying mechanism of lower expressed CELF6 in lung cancer tissues is still unclear. In this study, we increased CELF6 manually in lung cancer cell line (A549) and utilized transcriptome sequencing (RNA-seq) technology to screen out differentially expressed genes (DEGs) and alternative splicing events (ASEs) after CELF6 over-expression (CELF6-OE). We found that CELF6-OE induced 417 up-regulated and 1,351 down-regulated DEGs. Functional analysis of down-regulated DEGs showed that they were highly enriched in immune/inflammation response- related pathways and cell adhesion molecules (CAMs). We also found that CELF6 inhibited the expression of many immune-related genes, including TNFSF10, CCL5, JUNB, BIRC3, MLKL, PIK3R2, CCL20, STAT1, MYD88, and CFS1, which mainly promote tumorigenesis in lung cancer. The dysregulated DEGs were also validated by reverse transcriptase quantitative polymerase chain reaction (RT-qPCR) experiment. In addition, CELF6 regulates the splicing pattern of large number of genes that are enriched in p53 signaling pathway and apoptosis, including TP53 and CD44. In summary, we made an extensive analysis of the transcriptome profile of gene expression and alternative splicing by CELF6-OE, providing a global understanding of the target genes and underlying regulation mechanisms mediated by CELF6 in the pathogenesis and development of lung cancer.

## Introduction

Lung cancer is a malignant tumor disease, which has the second highest morbidity (11.4%) and the highest mortality (18%) rates among cancers worldwide according to global cancer statistics 2020 (Sung et al., 2021). It is estimated that from 2019 to 2020, there were more than 2,200,000 newly diagnosed cases and about 1,800,000 deaths in the world (Sung et al., 2021). Non-small cell lung cancer (NSCLC) is the most common type of lung cancer, and lung adenocarcinoma (LUAD) is the most common subtype of NSCLC, accounting for 40% of lung cancer cases (Duma, Santana-Davila & Molina, 2019). Although great progress has been made in the diagnosis and treatment methods in the past decades, the survival rate of patients is still very low (Miller et al., 2019). Currently, several traditional methods are being adopted to diagnose lung cancer, which is difficult to be detected in the early stage (Mottaghitalab et al., 2019). This may be the most important reason for the high mortality for lung cancer patients. Therefore, the determination and application of molecular markers and therapeutic targets are very important in improving the effectiveness of NSCLC treatment.

In recent years, scientists have begun to pay attention to the functions of RNA-binding proteins (RBPs) in diseases. RBPs refer to a large family of proteins that can bind to double-stranded or single-stranded RNAs and form ribonucleoprotein complexes in cells, playing key roles in transcriptional and post-transcriptional regulation. RBPs extensively affect the overall life cycle of RNAs, including production, modification, splicing, stabilization, transportation, intracellular localization, translation, and degradation (Perez-Perri et al., 2021; Xiao et al., 2019). Through this mechanism, RBPs play a very important role in the development of various diseases (Siang et al., 2020). To date, about 1,500 RBPs have been reported in the human genome (Gerstberger, Hafner & Tuschl, 2014). Recent studies have shown that 223 RBPs selected from the cancer genome atlas (TCGA) database may be involved in tumorigenesis, progression, invasion, and metastasis of LUAD (Li et al., 2020a; Li et al., 2020b; Li et al., 2020c). For example, RBM10 inhibits LUAD progression mainly by modulating the alternative splicing of EIF4H exon 5 (Zhang et al., 2020). RBM47 inhibits non-small cell lung carcinoma metastasis by regulating the stability of AXIN1 mRNA (Shen et al., 2020). KHSRP promotes the cell growth in tumors and metastasis of lung cancer (Yan et al., 2019). However, the functions of large number of RBPs are currently not clear.

CUGBP Elav-Like Family Member 6 (CELF6), located on chromosome 15, is a canonical RBP belonging to the CELF/BRUNOL protein family. Three RNA recognition motif (RRM) domains are found in CELF6, including two N-terminal and one C-terminal domains. CELF6 is strongly expressed in the kidney, brain, and testis, and is expressed at very low levels in most other tissue (Ladd et al., 2004). Functional researches revealed that CELF6 can regulate the alternative splicing of mRNA precursors, and may also be involved in regulating the stability of mRNA (Rieger et al., 2020). CELF6 could regulate muscle-specific splicing and enhancer-dependent alternative splicing (Ladd et al., 2004). A recent study reported that CELF6 may be a potential tumor suppressor, and may regulate cell proliferation and cell cycle progression by affecting the stability of p21 (Liu et al., 2019). In triple-negative breast cancer, CELF6 up-regulates the expression of FBP1 by stabilizing the mRNA expression of FBP1 and suppresses the development of breast cancer. Its over-expression inhibits proliferation, migration, and invasion of breast cancer cells (Yang et al., 2020). In our previous study, we found that the transcriptional level of CELF6 in A549 cells was significantly increased compared with in the control group after ultra-hypoxic treatment (Wang et al., 2021). Therefore, it is likely that CELF6, as an RBP, has important regulatory functions in lung cancer, which has not been previously investigated.

In the present study, we over-expressed CELF6 (CELF6-OE) in A549 cells derived from human NSCLC and set empty plasmid as negative control. After collecting cells, we performed high-throughput transcriptome sequencing (RNA-seq) to identify differentially expressed genes (DEGs) and alternative splicing genes (ASGs) after CELF6-OE, and explored their functions by analyzing the functional pathways and classifications of these genes. The present results demonstrated that CELF6 could regulate the expression and alternative splicing (AS) of genes associated with tumorigenesis, especially those involved in apoptosis and P53 signaling pathways, providing novel insight for the current understanding of CELF6 in regulating gene transcription and AS of NSCLC.

## Materials and Methods

### CELF6 expression in tumor samples

To have a global view of CELF6 expression pattern and its association with survival time in lung cancer, we used two web-based tools, including GEPIA2 (Tang et al., 2019) and KM-plotter (Gyorffy, 2021) to perform the analysis of gene expression and cancer survival using public datasets, including the cancer genome atlas (TCGA). The abbreviations of tumor types could be found at the website of GEPIA2.

### The culture of A549 cells and plasmid transfections

The identified human NSCLC cell line A549 cells with STR analysis were obtained from Procell (CL-0016, Wuhan, Hubei, China). Before cell culture, the A549 cells were detected to prevent mycoplasma contamination by the provider and our laboratory.

Then the A549 cells were cultured under traditional cell culture conditions which have been described detailedly in a previous study (Ma et al., 2020). CELF6 sequences were embedded in pIRES-hrGFP-1a plasmid (VT1056; YouBio, Shanghai, China). CELF6-OE and empty plasmids were transfected into A549 cells using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s protocol. After 48 h cultivation, transfected cells were harvested for following experiments.

### Validation of CELF6 over-expression in A549 cells

We performed reverse transcription and quantitative polymerase chain reaction (RT-qPCR) and Western blot (WB) experiments to assess the expression level of CELF6 in OE and NC cells. Complementary DNA (cDNA) synthesis was done by standard procedures and RT-qPCR was performed on the Bio-Rad S1000 with Hieff™ qPCR SYBR® Green Master Mix (Low Rox Plus; YEASEN, Shanghai, China). Primer sequences for RT-qPCR were shown in Additional File 1. The relative level of each transcript was normalized to GAPDH mRNA level (internal control) using 2^−ΔΔCT^ method (Livak & Schmittgen, 2001). Raw and processed data of RT-qPCR results were shown in Additional File 2. Two-way ANOVA method was used to calculate statistical significance.

### Western blot to assess CELF6 protein level

A549 cells were treated by a published protocol (Ma et al., 2020). The treated samples were then boiled for 10 min in water with 1× SDS buffer and separated on 10% SDS-PAGE. Then samples were treated with TBST buffer (5% non-fat milk power and 20 mM Tris-buffered saline and 0.1% Tween-20) for 1 h at room temperature. Membranes were then incubated with primary antibody: FLAG antibody (1:1,000 dilution; polyclonal antibody; cat. no. 2368S; CST), GAPDH (1:2,000; ABclonal; Wuhan, Hubei, China) and then incubated with HRP-conjugated secondary antibody. Bound secondary antibody (anti-mouse or anti-rabbit 1:10,000) (Abcam) was detected using the enhanced chemiluminescence (ECL) reagent (Bio-Rad, Hercules, CA, USA, 170506). The uncropped gels for WB were presented in Fig. S1.

### RNA-seq preparation and data analysis

After cell culture, we extracted polyadenylated RNAs and constructed RNA-seq library according to published protocols (Song Ba et al., 2021). Briefly, we used TRIZOL (Ambion) method to extract total RNA and removed genomic DNA using RQ1 DNase (RNase free; Promega, Madison, WI, USA). After checking the quality and quantity of purified RNA, we used 10 μg total RNA to prepare a directional RNA-seq library by capturing polyadenylated mRNAs. Three biological replicates were prepared for both CELF6-OE and NC groups. The libraries were prepared according to the manufacturer’s instructions for high-throughput sequencing. Finally, we got 151-bp pair-end sequences for each sample. Low quality sequencing reads (containing N bases and quality score less than 20) and adaptor sequences from raw sequences were removed using FASTX-Toolkit (Version 0.0.13). Too short reads (<16 nt) were dropped. Next, quality-filtered reads were aligned to the GRCH38 genome by TopHat2 (Kim et al., 2013), with no more than four mismatches allowed. Reads with unique genomic locations were used for gene reads number counting and FPKM calculation (fragments per kilobase of transcript per million fragments mapped) (Trapnell et al., 2010). We calculated the replication and experimental power using R package RNASeqPower (Therneau, Hart & Kocher, 2022). The final power value 0.99 was used to detect a 2-fold expression. Then, the R Bioconductor package edgeR (Robinson, McCarthy & Smyth, 2010) was utilized to identify DEGs with the criteria *p*-value < 0.01 and fold change >1.5 or <2/3.

### CELF6-regulated alternative splicing events (RASEs) analysis

The AS events (ASEs) and CELF6-regulated AS events (RASEs) between CELF6-OE and control were analyzed using the ABLas pipeline (Xia et al., 2017b). Ten types of ASEs were analyzed, including alternative 5′ splice site (A5SS), alternative 3′ splice site (A3SS), cassette exon, exon skipping (ES), A5SS&ES, A3SS&ES, intron retention (IR), mutually exclusive exons (MXE), mutually exclusive 5′UTRs (5pMXE), and mutually exclusive 3′UTRs (3pMXE). To assess CELF6-regulated ASEs (RASEs), Student’s *t*-test was performed to calculate the statistical significance of the ratio difference between CELF6-OE and control samples. *p*-value < 0.05 and ratio difference >0.2 were considered criteria for RASEs.

### Functional enrichment analysis

To explore enriched functions of DEGs and RASGs, we used KOBAS 2.0 server (Xie et al., 2011) to identify enriched Gene Ontology (GO) terms and KEGG pathways. Hypergeometric test and Benjamini-Hochberg FDR were used to calculate the significant *p*-values and FDR values for each term or pathway.

### Reverse transcription qPCR validation of DEGs and RASEs

We also used RT-qPCR experiment to elucidate the DEG and RASG validity of the RNA-seq data. The details of DEG and RASG primers were presented in Additional File 1. For RASEs, we used a method to design specific PCR primers covering the junction boundary of constitutive exon and alternative exons (Liu et al., 2020). Total RNA of the cultured CELF6-OE and control A549 cells was used for validation. The relative expression levels of all the DEGs and RASGs were normalized to the internal control GAPDH. Raw and processed data of RT-qPCR results were shown in Additional File 2. Two-way ANOVA method was used to calculate statistical significance.

### Raw sequencing data

The raw sequencing data discussed in this manuscript are available under GEO series accession number GSE185865.

## Results

### CELF6 expression pattern in tumor samples from TCGA

To investigate CELF6 expression pattern and its influence on prognosis in lung cancer, we used GEPIA2 (Tang et al., 2019) and KM-plotter (Gyorffy, 2021) to analyze gene expression level and survival time using public datasets. CELF6 had significantly higher expression levels in normal tissue compared with in tumor tissue in 16 out of the 31 cancer types, whereas significantly higher expression levels of CELF6 in tumor tissue were only observed in LAML and PCPG (Figs. 1A and 1B). We found that the expression of CELF6 was significantly down-regulated (FDR < 0.05) in lung tumor samples (LUAD and LUSC) (Fig. 1B). We then detected its expression changes in disease stages of LUAD and LUSC patients. The result showed significant differences among the four stages (Fig. 1C), although the overall expression levels of CELF6 were very low (median TPM < 1). Furthermore, KM-plotter server was used to comprehensively explore the association between CELF6 expression and survival rate of LUAD patients. The results of log-rank test demonstrated that higher CELF6 level is associated with the longer overall survival (OS) time in LUAD patients (Fig.1B).

**Figure 1:**
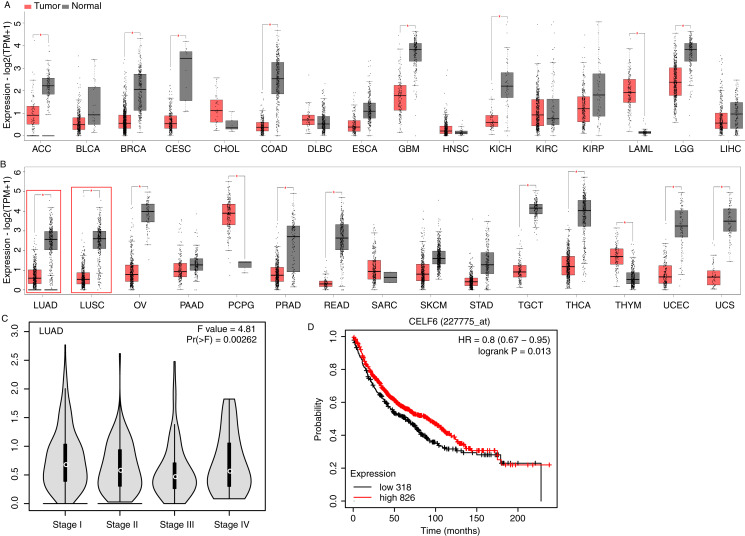
Expression pattern and prognosis analysis of CELF6 in multiple tumor and lung cancer samples. (A) Box plot of CELF6 expression levels (TPM) in 16 tumor types from TCGA database. *p-value < 0.05, unpaired Student’s *t*-test. The abbreviation of these tumor types could be found from the TCGA database (https://www.cancer.gov). (B) Box plot of CELF6 expression levels (TPM) in another 15 tumor types from TCGA database. *p-value < 0.05, unpaired Student’s *t*-test. Two lung cancer types were highlighted by red frame. (C) Violin plot showing the expression level change of CELF6 in the four disease stages of LUAD patient samples. Statistical difference was performed by one-way ANOVA method. (D) The Kaplan-Meier plot showing the prognosis difference between LUAD patients with high and low CELF6 expression levels.

### CELF6 over-expression experiment was conducted in A549 cells

To explore the functions of CELF6 in lung cancer, a cell model was constructed by using cell culture and transfecting pIRES-hrGFP-1a-CELF6 into A549 cells to enhance CELF6 expression level. In order to assess the CELF6 over-expression (CELF6-OE) result in A549 cells, we detected CELF6 mRNA expression by RT‑qPCR and CELF6 protein expression by Western blot. The mRNA level of CELF6 was elevated significantly in transfected cells (*p* < 0.001, two-tailed *t*-test, Fig. 2A). The protein level of CELF6 was also elevated in transfected cells (Fig. 2B). These results suggest that CELF6-OE A549 cell models were successfully constructed. 

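A549 is a human lung adenocarcinoma cell line. The cells were transfected with a plasmid that expresses CELF6 (CELF6-OE) or with an empty plasmid (Control), and RNA was collected 48 h later from 3 biological replicates per group. The methods give an input of 10 µg of total RNA and 151-bp paired-end reads, whereas the sample labels give 1 µg and 150 bp. The authors removed low-quality reads and adaptors, aligned the rest to GRCh38 with TopHat2 and counted the reads with a unique location on each gene. They deposited these counts without normalization, together with FPKM values, which scale the fragments of a gene by transcript length and by the fragments mapped in the library, computed from the same reads. The total count on genes was 34709459, 35413404 and 33748328 in CELF6-OE replicates 1 to 3 and 36422617, 37920700 and 37906462 in Control replicates 1 to 3. These totals count fragments on genes, and the depth stated by the paper counts reads before and after quality control. The values given beside the results of this experiment use the totals on genes. Mitochondrial genes took between 8.69% and 10.1% of the counts of a library. No pair of libraries within a group was a duplicate, since the chi-square of their counts per degree of freedom lay between 7.67 and 29.3 over 15847 genes. Counts were scaled with edgeR's TMM method, and all 29889 genes with at least 1 count were tested with edgeR's quasi-likelihood test without a further filter, following the paper's statement that all detected genes were used. The paper's methods and the legend of Fig. 3 give a DEG threshold of p under 0.01 and a fold change of 1.5, and the results text gives an FDR under 0.05, so each was applied. Over all 29889 genes the prior degrees of freedom of the fit were infinite, which means that the spread of a single gene between replicates did not enter its p. The standard errors of log2 fold changes come from this fit and leave out that spread too. They can be too small for a gene whose replicates differ. Because that spread is left out, the adjusted p of a named gene is given here from the same test on the 15847 genes that edgeR's filterByExpr kept, where the prior degrees of freedom were 7.15.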

After collecting cells, cDNA libraries on CELF6-OE and control cells (three biological replicates per sample) were constructed for RNA‑seq experiment. 

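CELF6 (ENSG00000140488) lies on the minus strand of chromosome 15 of GRCh38 from 72284727 to 72320157. Its FPKM was 270.1, 295 and 172 in CELF6-OE replicates 1 to 3, with a mean of 246 ± 64.9 (SD, n = 3). The Control libraries held 0 CELF6 counts each. A count of 0 allows up to 3 counts, or an FPKM of up to 0.0414, so CELF6 was at least 5935-fold higher in CELF6-OE. All 3 CELF6-OE libraries lay above all 3 Control libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The adjusted p was 2.9e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr, and the adjusted p for CELF6 expression was 6.14e-07 with limma-voom, the largest over the alternatives tried. Reads from the plasmid and from the chromosomal gene cannot be separated in these counts. Replicate 3 had 61% of the mean CELF6 level of replicates 1 and 2.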

The expression level of CELF6 was up-regulated after over-expression based on RNA-seq (*p* < 0.001, two-tailed *t*-test, Fig. 2C). 

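A PCA of the FPKM of 29676 genes, each scaled to unit variance, placed 33.9% of the variance on the first component and 23.5% on the second. On the first component the CELF6-OE libraries had scores of 84.1, 119 and 64.1 and the Control libraries had scores of -61.4, -94 and -111. The groups did not overlap, and the distance between their means was 178, against an SD of 27.7 within CELF6-OE and 25.4 within Control. Among the 10 ways to split the 6 libraries into 3 and 3, only the real one gave a distance as large (two-sided exact permutation test, p = 0.1, the smallest p possible). The second component separated Control replicate 1, at -142, from Control replicate 3, at 115. The share of the first component depended most on the scale, and it was 61.1% for log2(FPKM + 1) values that were centred without scaling.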

Principal component analysis (PCA) based on expression values of all expressed genes showed that CELF6-OE was the major factor globally influencing the gene expression pattern (Fig. 2D).

**Figure 2:**
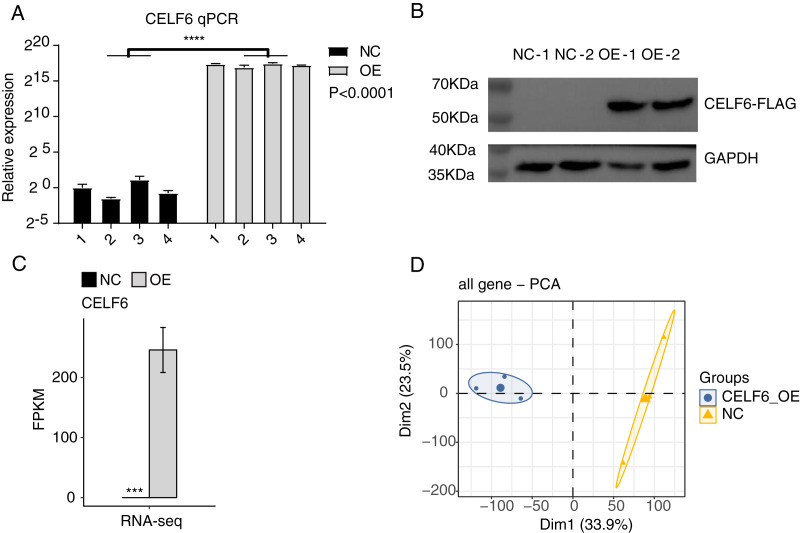
High quality sequencing data were obtained for expression and alternative splicing analysis. (A) The histogram showed the RT-qPCR results of control and CELF6-OE samples. Four biological replicates per sample. ****p < 0.0001, Student’s *t*-test. (B) The result of western blot experiment showed that the CELF6 overexpression was successful. (C) The expression level of CELF6 was up-regulated after overexpression based on RNA-seq (three biological replicates per sample). Error bars represent mean ± standard error of mean (SEM). *** *p* < 0.001, Student’s *t*-test. (D) Principal Component Analysis (PCA) based on FPKM values of all genes showed the sample correlation.

### CELF6 over-expression resulted in some transcriptional differences

To investigate CELF6-mediated transcriptional regulation, we performed a comprehensive analysis of the RNA‑seq dataset. The sequencing result yielded about 83 million paired‑end raw reads per sample. After initial quality control steps, about 81 million high‑quality reads were generated per sample. We then found that about 97% of the reads from each sample could be aligned to the GRCh38 genome using TopHat2, and about 94% of the aligned reads from each sample had a uniquely aligned genomic location in the GRCh38 genome. 

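The deposited counts hold 29889 genes with at least 1 count in any of the 6 libraries, of which 17110 are protein-coding. An FPKM above 0 in any library was listed for 29687 genes. The number depended most on the minimum, and 11989 genes reached an FPKM of 1 in any library. At least 1 count was found in every library for 18927 genes, and at least 10 counts in any library for 17130 genes.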

We used uniquely mapped reads to calculate the normalized transcription level as FPKM, and detected 28,121 expressed genes from the six RNA‑seq datasets.

Based on the expression level of all detected genes from the CELF6-OE and control samples, we used strict criteria, absolute fold change ≥1.5 or ≤2/3 and FDR < 0.05 together with edgeR package, to identify differentially expressed genes (DEGs) that were potentially regulated by CELF6 at transcriptional level (Robinson, McCarthy & Smyth, 2010). 

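At p under 0.01 and a fold change of at least 1.5, edgeR's quasi-likelihood test called 324 up-regulated and 1212 down-regulated genes in CELF6-OE among the 29889 genes tested. With a Benjamini-Hochberg adjusted p under 0.05 in place of p under 0.01, 279 up-regulated and 1158 down-regulated genes were called. The groups did not overlap for 292 of the up-regulated and 1123 of the down-regulated DEGs at p under 0.01, which is 92.1% of them. They were chosen for a difference between these same groups, so this is no independent evidence. Mean counts were under 10 for 43 of the up-regulated and 134 of the down-regulated DEGs, so their fold changes rest on few reads. All 1536 DEGs were in the paper's DEG table (Additional File 3), with the same direction. The counts depended most on the fold change threshold, and a fold change of at least 2 left 119 up-regulated and 659 down-regulated genes. Among genes changed the same way in all 9 pairs of a CELF6-OE and a Control library, the up-regulated genes with the smallest p besides CELF6 were HSPA6, DANCR, MT-ND6 and ACO1. The log2 fold change was 1.47 (standard error 0.094) for DANCR and 1.16 (standard error 0.10) for ACO1. For MT-ND6 it was 1.11, and CELF6-OE replicate 1, with 3555 counts, lay close to the Control libraries with 3533, 3092 and 3389. The down-regulated genes with the smallest p were CCL5, IFITM1, IFIT2, BST2 and HLA-B, where HLA-B and IFITM1 belong to gene families whose reads counting can divide. Their log2 fold changes were -3.81, -2.77, -2.70, -2.81 and -2.38, and their adjusted p lay between 1.1e-05 and 5.03e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr, the latter being the largest over the alternatives tried.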

In total, 417 up-regulated and 1,351 down-regulated DEGs were identified (Additional File 3). Volcano plot of all expressed genes displayed that CELF6-OE had a preference to repress gene expression in A549 cells (Fig. 3A). 

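Of the 1536 DEGs at p under 0.01, 78.9% were lower in CELF6-OE (Wilson 95% confidence interval 76.8% to 80.9%, which covers counting error only). The share was 80.6% at an FDR under 0.05. The median log2 fold change was 0.84 among the up-regulated and -1.06 among the down-regulated DEGs. Without TMM scaling, with the library size alone, 402 genes were up-regulated and 1083 down-regulated, a share of 72.9%, which was the lowest of the alternative scalings. Leaving out Control replicate 1 lowered the share to 72%, with 448 up-regulated and 1152 down-regulated genes. Among the DEGs, 156 up-regulated and 1030 down-regulated genes are protein-coding.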

Hierarchical clustering heat map analysis of the DEG expression levels showed high regulatory consistency among the three replicates in both CELF6-OE and control samples (Fig. 3B). These results demonstrated that CELF6 has the potential to extensively regulate gene expression pattern in A549 cells.

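Clustering on all 29687 genes with an FPKM above 0, rather than on the DEGs, which were picked for their difference between the groups, also gave 2 clusters that matched CELF6-OE and Control. The Pearson correlation of log2(FPKM + 1) across genes was 0.9971 to 0.9976 between CELF6-OE replicates and 0.9954 to 0.9976 between Control replicates. Between the groups it was 0.9906 to 0.9943, lower than every value within a group. Genes are not independent replicates, so these correlations rank the libraries and carry no p. CELF6-OE replicate 3 had the highest correlation with each Control library of the 3 CELF6-OE libraries, at 0.9943, 0.9941 and 0.9933 for Control replicates 1 to 3.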

**Figure 3:**
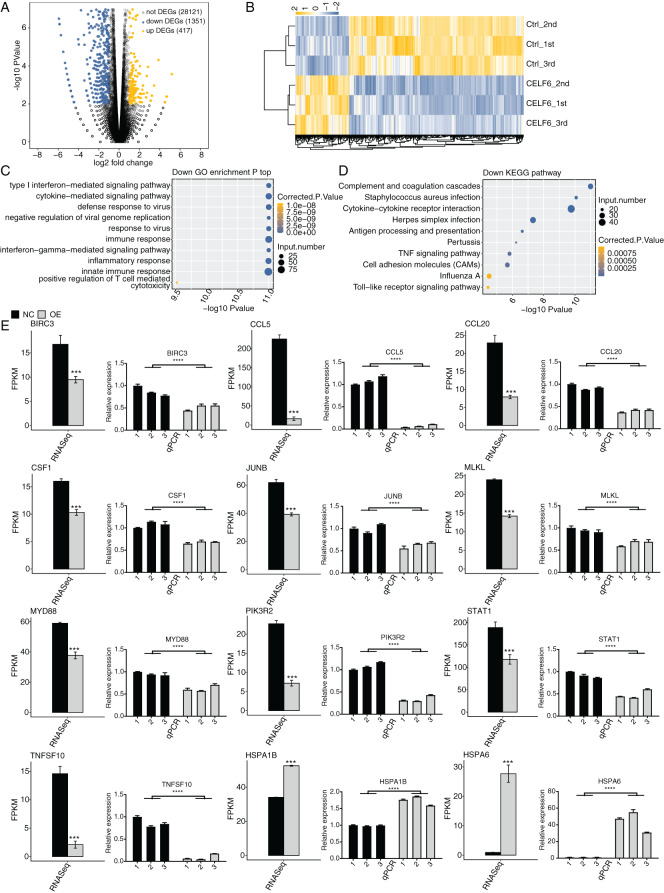
Differential expression analysis revealed that CELF6 downregulates large number of inflammation genes. (A) The number of differentially expressed genes (DEGs) based on the standard *p*-value < 0.01 and fold change ≥ 1.5 or ≤ 2/3. Up-regulated genes are labeled in red, whereas down- regulated are labeled in blue in the volcano plot. (B) The expression levels heatmap of all DEGs and reflected the change of genes expression. (C,D) Bar plot exhibited the most enriched KEGG pathways results of the Down-regulated and down-regulated DEGs. (E) Bar plot showing the expression pattern and statistical difference of DEGs. Reverse transcription qPCR validation of DEGs regulated by CELF6 in cancer cells; black bars are for the control group and grey bars for CELF6 overexpression. ***p-value < 0.001; ****p-value < 0.0001.

### CELF6-OE preferentially down-regulated the expression of large number of inflammation genes

To further decipher the potential biological functions of these DEGs, we performed GO and KEGG enrichment analyses for both up- and down-regulated DEGs. The top 10 GO biological process (BP) terms enriched by up-regulated DEGs were shown with transport, axon guidance, signal transduction, cell adhesion, small molecule metabolic process, and cellular protein metabolic process. 

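The genes that the paper lists under these terms (Additional File 4) were looked up in the test of all genes. They were picked by the study from these libraries, so the counts that follow are no independent evidence of enrichment. Of the genes listed under each term, 6 of 7 were called at p under 0.01 and a fold change of 1.5 for transport, 4 of 6 for axon guidance, 12 of 12 for signal transduction, 4 of 7 for cell adhesion, 12 of 14 for small molecule metabolic process and 6 of 7 for cellular protein metabolic process. The fitted log2 fold change was above 0 for all of them, with medians per term between 0.63 and 0.82. A symbol with more than 1 gene ID was counted as called where any of its IDs was. ITGA9 and ST8SIA2, singled out after their values were seen, had means of 2.67 counts in CELF6-OE and 0 in Control, too few to give a direction. Over all terms named in the text for up-regulated DEGs, 43 of 51 genes were called.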

Up-regulated DEGs enriched in KEGG analysis were shown with MAPK signaling pathway, Estrogen signaling pathway, ECM-receptor interaction, protein processing in endoplasmic reticulum and so on. 

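For the KEGG pathways (Additional File 5), 6 of the 7 genes listed under MAPK signaling, all 4 under Estrogen signaling and all 5 under protein processing in endoplasmic reticulum were called, and none of the 3 listed under ECM-receptor interaction. Those 3 genes, ITGA9, TNC and GP1BB, are named here after their values were seen. Their p in edgeR's quasi-likelihood test was 0.0100, 0.0112 and 0.0111. All counts of ITGA9 were 8 in CELF6-OE replicate 3, and the other 5 libraries had 0. The paper's corrected p for these 4 pathways lies between 0.364 and 0.505. HSPA6 and the near-identical genes HSPA1A and HSPA1B stand in the lists of each pathway except ECM-receptor interaction. A list of 27 heat shock response genes, written from general knowledge after the paper's tables had been read, had a median log2 fold change of 0.16, with 19 genes higher, 8 lower and 5 up-regulated DEGs. The median was at most 0.12 in size in the other splits of the libraries into 3 and 3.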

(Fig. S2, details in Additional Files 4 and 5). We then focused our attention on down-regulated DEGs. Strikingly, we found that the down-regulated DEGs were mostly associated with type I interferon-mediated signaling pathway, cytokine-mediated signaling pathway, immune response, interferon-gamma-mediated signaling pathway, inflammatory response, and innate immune response (Fig. 3C). 

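All 34 genes that the paper lists under the type I interferon-mediated signaling pathway were called, with a median log2 fold change of -1.61. For the cytokine-mediated signaling pathway 56 of 57 listed genes were called, for the interferon-gamma-mediated signaling pathway 23 of 24 and for inflammatory response 50 of 53. The copy of the supplement used here gives 65 of the 71 genes under immune response and 70 of the 93 under innate immune response, of which 62 and 68 were called. Every listed gene was lower in CELF6-OE. The study picked these genes from these libraries, so a list of interferon response genes written from general knowledge was tested as well. It was written after the paper's tables had been read, and 78 of its genes are in the paper's DEG table, so it is not independent either. Of its 98 genes, 97 were lower, 78 were down-regulated DEGs and 0 were up-regulated. For 1 of the 98, both groups had 3 counts or fewer. The median log2 fold change was -1.17, and the median of the list was lower in all 9 pairs of a CELF6-OE and a Control library. In the 9 other splits of the libraries the median was at most 0.53 in size. With camera at a preset correlation of 0.01, all 8 lists tested had an adjusted p under 0.05, and so they did under fry and under an estimated correlation. The other splits of the libraries gave 3 to 7 lists under the same threshold. Each of them mixes CELF6-OE and Control libraries on both sides, so it can keep part of the difference between the groups. They cannot tell how strict camera is in these data, and no conclusion is drawn from camera alone. The median of the interferon list per library was -1.40, -1.35 and -0.85 in CELF6-OE replicates 1 to 3. The genes of the interferons themselves were lower as well. IFNB1 had 11, 36 and 22 counts in CELF6-OE and 206, 231 and 180 in Control, a log2 fold change of -3.09 (standard error 0.20, without the spread of the single gene). With each library left out in turn, the log2 fold change of IFNB1 ran from -3.54 to -2.75. IFNL1 fell by 3.18, and IFNL2 and IFNL3, near-identical copies whose reads counting could divide, fell by 3.13 and 3.15 on the log2 scale. The adjusted p of these 4 genes lay between 3.8e-07 and 4.45e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr, and was at most 4.65e-05 over the alternatives tried.

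**Figure D1:**
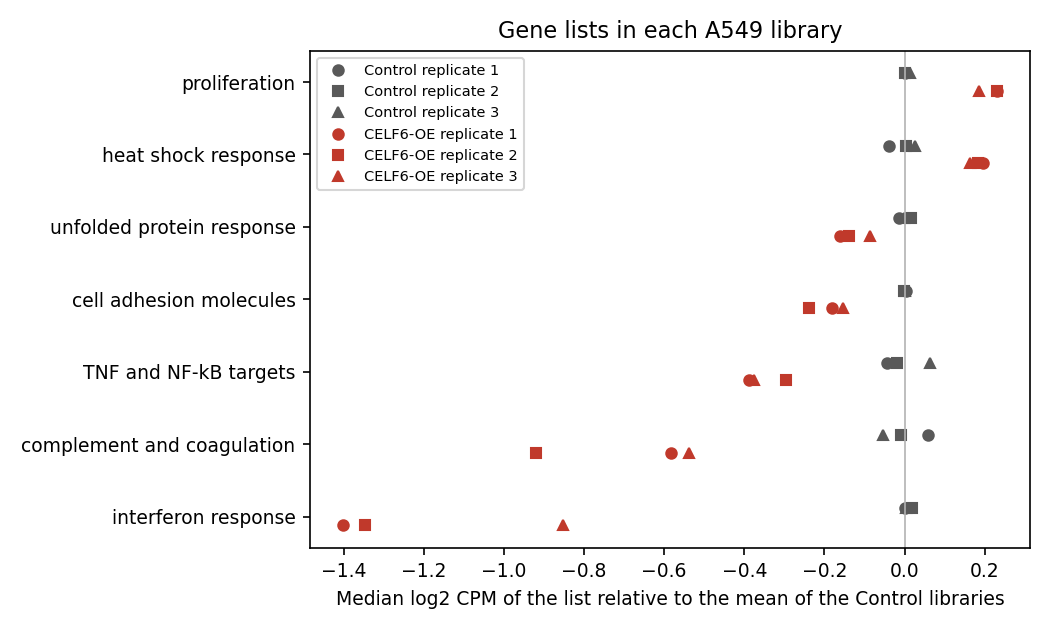
Median log2 CPM of the genes of each of 7 lists in each library (x axis), relative to the mean of the 3 Control libraries, with 1 row per list on the y axis and 1 point per library. Control libraries are grey and CELF6-OE libraries red. In the interferon response list the CELF6-OE libraries sit at -1.40, -1.35 and -0.85 and the Control libraries within 0.02 of 0.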

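Among the genes that the paper lists under the KEGG pathways of the down-regulated DEGs, 46 of 49 were called for cytokine-cytokine receptor interaction, 23 of 23 for TNF signaling pathway and 26 of 27 for cell adhesion molecules. All were lower in CELF6-OE, with median log2 fold changes of -1.05 for TNF signaling pathway and -1.72 for cell adhesion molecules. Among lists written from general knowledge after the paper's tables had been read, a list of 62 TNF and NF-kB target genes had a median of -0.36, with 51 genes lower and 18 down-regulated DEGs, and a list of 73 cell adhesion molecules had a median of -0.21, with 49 genes lower and 16 down-regulated DEGs. In the latter list 8 genes had 3 counts or fewer in both groups. Its median was -0.20 without these genes and with a bound for others. The bound is the smallest change that the counts allow, for genes at 3 counts or fewer throughout only Control or only CELF6-OE. For 57 complement and coagulation genes the median was -0.89, or -0.80 in the same way, with 9 genes at 3 counts or fewer in both groups, and 28 were down-regulated DEGs. Of the genes in the TNF and NF-kB list, 12 also stand in another list. The largest median in size among the other splits of the libraries was 0.18 for the TNF and NF-kB list, 0.14 for the cell adhesion list and 0.40 for the complement list.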

According to the parallel KEGG analysis results (details in Additional File 6), down-regulated DEGs were significantly enriched in cytokine-cytokine receptor interaction, TNF signaling pathway, and cell adhesion molecules (CAMs) (Fig. 3D, details in Additional File 7), which were associated with immune response, cell migration and proliferation (Chen & Mellman, 2017; Makrilia et al., 2009). We then selected DEGs in A549 cells for further validation by RT‑qPCR. 

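Of the genes chosen by the study for RT-qPCR, where CFS1 is read as CSF1 after the primer table, the 11 reported here were all DEGs at p under 0.01 and at an FDR under 0.05. HSPA6 rose from an FPKM of 0.93 ± 0.11 in Control to 27.7 ± 5.12 in CELF6-OE (SD, n = 3 each), a log2 fold change of 4.86 (standard error 0.11). HSPA1B rose by 0.59 on the log2 scale, from 34 ± 0.27 to 52.6 ± 0.49. HSPA1A, a near-identical gene whose reads could be divided with those of HSPA1B, rose by 0.66. CCL5 had the largest decrease, from 11221, 12683 and 13791 counts in Control to 499, 748 and 1305 in CELF6-OE, a log2 fold change of -3.81. TNFSF10 had a log2 fold change of -2.83 and CCL20 of -1.57. JUNB, BIRC3, MLKL, MYD88 and CSF1 had log2 fold changes of -0.70, -0.86, -0.79, -0.68 and -0.67. The gene called under the symbol PIK3R2 is ENSG00000268173, with a log2 fold change of -1.70. GENCODE v44 places it on chromosome 19 from 18153158 to 18178117, where its exons run from those of PIK3R2 through those of IFI30. The gene ID of PIK3R2 itself, ENSG00000105647, had 1332, 1354 and 1350 counts in CELF6-OE and 1353, 1449 and 1578 in Control, a log2 fold change of -0.051 (standard error 0.087). IFI30 itself was not analysed here. The adjusted p of the 11 genes lay between 5.18e-08 and 0.000575 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr, the upper value being the largest over the alternatives tried. An adjusted p under 0.05 was found for 11 of them adjusted over the list alone and for 11 over all genes tested. The study chose the list on these samples, so the former is not independent evidence. With Control replicate 1 left out, the log2 fold change of HSPA1B was 0.56 and it fell under the fold change threshold, and the other 10 genes were still called.

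**Figure D2:**
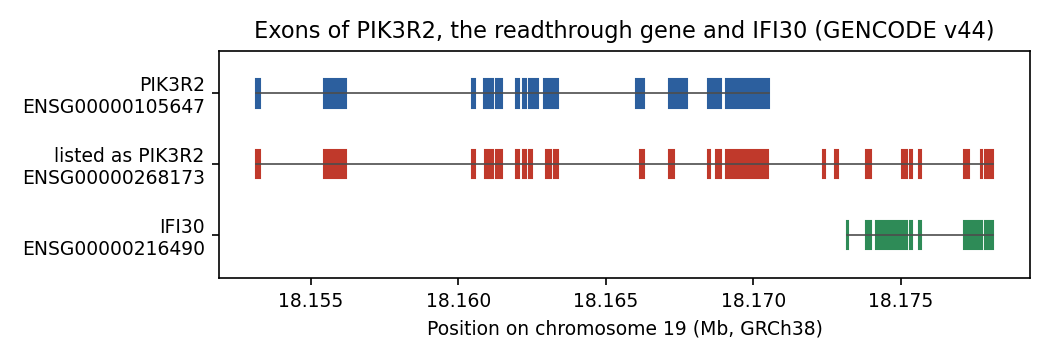
Exons (boxes) of PIK3R2, of the gene listed as PIK3R2 in the DEG table and of IFI30 along chromosome 19 of GRCh38 (x axis, position in Mb), from GENCODE v44. The gene listed as PIK3R2 has 25 exon intervals, with 3942 of its 5142 exon bases in exons of PIK3R2 and 997 in exons of IFI30.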

A total of twelve DEGs, including HSPA6, HSPA1B, TNFSF10, CCL5, JUNB, BIRC3, MLKL, PIK3R2, CCL20, STAT1, MYD88, and CFS1, were selected. 

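Threshold cycle values for 9 of the selected genes were read from the supplement (Additional File 2) and converted to log2 ratios normalized to GAPDH, with 3 samples per group. The methods do not say whether this RNA came from the same cultures as the libraries. If it did, the RT-qPCR measured the same samples again and is no biological repeat of the RNA-seq. The ratios of PIK3R2 and CCL5 were not analysed here. GAPDH itself had a log2 fold change of -0.19 (standard error 0.060) in the RNA-seq counts, and all 3 CELF6-OE libraries lay below all 3 Control libraries. Its adjusted p was 0.127 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr and 0.0142 in the same test of all genes. Over the alternatives tried it was under 0.05 in 10 of 21 and at most 0.281, so a change of GAPDH was neither established nor ruled out. HSPA6 rose by 5.47 ± 0.44 (SD of CELF6-OE, n = 3) and HSPA1B by 0.81 ± 0.12. The primers of HSPA1B also match HSPA1A in GENCODE v44, and those of HSPA6 also match HSPA7, so each pair measures the sum of its targets. The primers of TNFSF10 and MLKL matched no transcript of GENCODE v44 within the product length searched. TNFSF10 fell by 3.35 ± 0.91 and CCL20 fell by 1.22 ± 0.12. BIRC3, JUNB, CSF1, MYD88 and MLKL had log2 ratios of -0.76, -0.67, -0.66, -0.62 and -0.53. For each of the 9 genes the CELF6-OE and Control values did not overlap (two-sided exact permutation test, p = 0.1 for each, the smallest p possible), and the direction was that of RNA-seq for 9 of 9. Pearson's r between the log2 values by qPCR and by RNA-seq was 0.996 and Spearman's rho 0.883 across the 9 genes, which are not independent replicates. The largest difference between the methods was 0.61, for HSPA6. The primers given for PIK3R2 match IFI30 and the gene ENSG00000268173 with a product of 125 bp, and match no transcript of the gene ID of PIK3R2 itself.

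**Figure D3:**
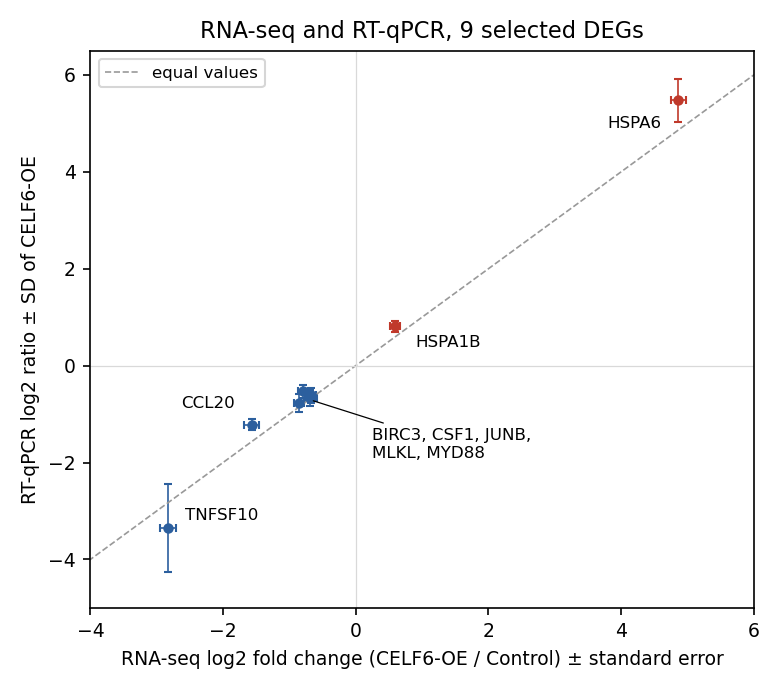
Log2 ratio of CELF6-OE to Control by RT-qPCR (y axis, mean of 3 replicates with the SD of CELF6-OE) against the RNA-seq log2 fold change (x axis, with its standard error) for 9 selected DEGs. The standard error is from the fit of all genes and leaves out the spread of single genes between replicates. Red points are genes higher in CELF6-OE, blue points are lower genes and the dashed line marks equal values. HSPA6 lies at 4.86 and 5.47 and TNFSF10 at -2.83 and -3.35.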

The results showed high consistency with the RNA‑seq data (Fig. 3E). These results together suggest that CELF6 regulates DEGs associated with cancer immunity and progression.

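The conclusion draws on the direction and the annotation of the DEGs. The study compared 3 CELF6-OE with 3 Control libraries, found more down-regulated than up-regulated DEGs, and grouped the down-regulated DEGs by GO terms and KEGG pathways, where it found interferon, cytokine, TNF and cell adhesion terms. It then measured 12 selected DEGs by RT-qPCR. From these results together, the paper proposes that CELF6 regulates genes linked to cancer immunity and progression. The counts come from 1 cell line at 48 h after transfection and measure the level of RNA.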

### CELF6 modulates AS events of apoptosis-related genes in A549 cells

One definite aim of this study is to gain insight into the alternative splicing regulatory role of CELF6. Transcriptome data were used to examine regulated alternative splicing events (RASEs) by CELF6-OE in A549 cells. Among the uniquely aligned reads from CELF6-OE and control cells, about 38.94–40.41% were splicing junction reads. Of the 367,321 annotated exons from the human genome, 249,163 were detected. Using TopHat2 software (Kim et al., 2013), we detected 163,082 annotated and 162,218 novel splicing junctions, accounting for 49.8% of the total junctions (details in Additional File 8). Using the self-developed ABLas software (Xia et al., 2017a), we conducted overall analysis of and classified splicing methods on the results of splice junctions detected by TopHat2, and conducted statistics on various variable splicing events. A total of 17,691 known RASEs (annotated by reference genome) were identified, accounting for 26.3% of the total. The results showed that 49,565 novel splicing events (excluding intron retention) were identified, accounting for 73.7% of the total (details in Additional File 8). These results suggested that splicing profile is more complex than previously hypothesized. For each RASE, we calculated the differential splicing patterns between CELF6-OE and control samples. We found that 462 significant RASEs were identified (AS ratio difference ≥0.2 and *P*‑value ≤0.05). In detail, these RASEs included 47 3pMXE, 58 5pMXE, 288 A3SS, 33 A3SS&ES, 34 A5SS&ES, 303 A5SS,197 ES,55 MXE, 132 cassette exon and 362 intron retention events (Fig. 4A, details in Additional File 9). Hierarchical clustering heat map of all significant RASEs based on PSI showed high consistency with the CELF6-mediated post-transcription in both data sets (Fig. 4B). GO functional enrichment analysis demonstrated that the alternative spliced genes were enriched in translation, cellular protein metabolic process, gene expression, mRNA metabolic process, RNA metabolic process, cellular lipid metabolic process, and translational initiation (Fig. 4C). Enriched KEGG pathways (*p* < 0.05) included those involved in apoptosis-multiple species, p53 signaling pathway, platinum drug resistance, and apoptosis (Fig. 4D). The data suggested that CELF6 globally regulated ASEs in A549 cells. Excluding the changes in ASEs attributed to transcriptional regulation. Genes whose expression levels and AS were both regulated by CELF6 were also examined, and 85 genes were shared between the DEGs and RASGs (Fig. 4E). In addition, the differential splicing genes are enriched in p53 signaling pathway and apoptosis, which are closely related to tumorigenesis of lung cancer. 

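The splicing ratios behind the overlap were not analysed here, and the expression part was looked up for 6 of the genes that the paper names in its splicing results. The standard errors given here leave out the spread of a single gene between replicates. CD47 had a log2 fold change of -0.69 (standard error 0.082) and FN1 of -0.80 (standard error 0.072), and these were DEGs. Their adjusted p was 9.87e-05 and 0.00118 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr, each the largest over the alternatives tried. For FN1 the Control replicates ranged from 9720 to 14389 counts, and without Control replicate 1 the log2 fold change was -0.64. CASP8 and CD44 changed by less than 1.5-fold, with log2 fold changes of -0.35 and -0.20. Their adjusted p was 0.0091 and 0.0391 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr. Over the alternatives tried, the adjusted p in this test, or in the tool that replaced it, was under 0.05 in 19 of 21 for CASP8 and 11 of 21 for CD44. It reached 0.0631 and 0.333, so they did not hold an adjusted p under 0.05 throughout. BAX and SEC31A had log2 fold changes of -0.081 and -0.062 with standard errors of 0.072 and 0.080, and no difference was detectable. The number of DEGs among the 6 genes was 2 in every other scaling, test, filter and fit without a library that was run, and a fold change of 2 was not run for it.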

From these differential genes, we screened out several genes associated with the occurrence of lung cancer. We chose CD47, CD44, FN1, CASP8, TP53, BAX, and SEC31A to identify CELF6-regulated alternative splicing events (Fig. S3). These results suggested that CELF6-OE markedly regulated AS of apoptotic-related genes.

**Figure 4:**
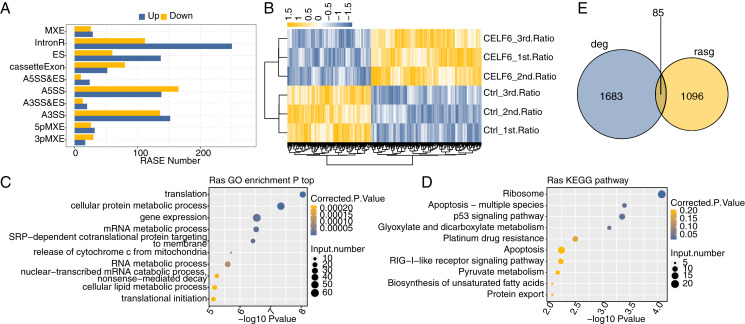
Identification and functional analysis of CELF6-regulated alternative splicing events in A549 cells. (A) The bar plot showing the number of all significant regulated alternative splicing events (RASEs). X-axis: RASE number. Y-axis: the different types of AS events. (B) Hierarchical clustering heat map of all significant RASEs based on splicing ratios. (C,D) Bar plot exhibited the most enriched GO biological process and KEGG pathways of the regulated alternative splicing genes (RASGs). (E) Venn diagram shows the result of overlap analysis between CELF6-regulated differentially expressed genes (DEGs) and alternative splicing genes (RASGs).

### Validation of CELF6 RASEs associated with apoptosis in A549 Cells

To validate CELF6-regulated AS pattern of apoptotic genes, RT-qPCR experiments were conducted. The results showed that five AS events out of seven RASGs related to apoptosis and ECM receptor interaction showed high agreement with the transcriptome analysis results of RNA-seq data (Figs. 5A, 5B and S3). Two important ASEs were originated from TP53 and CD44 (Figs. 5A and 5B), which have been well studied as key genes in cell proliferation in cancers.

**Figure 5:**
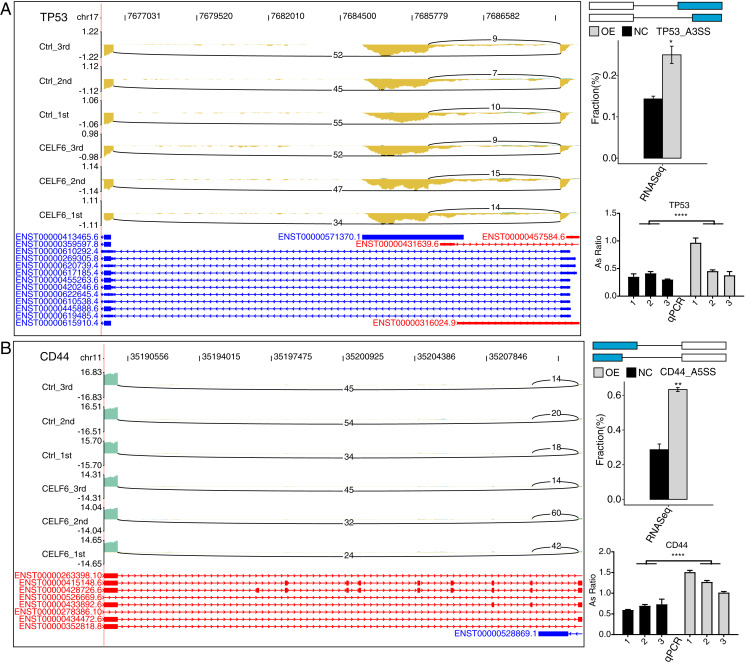
CELF6 regulated alternative splicing of TP53 and CD44. CELF6 regulated the alternative splicing event of TP53 (A) and CD44 (B) Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. Right panel: The schematic diagrams depict the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean ± SEM. ****p-value < 0.0001; **p-value < 0.01; *p-value < 0.05; Student’s *t*-test.

## Discussion

In this study, the role of CELF6 was studied to investigate how CELF6 regulates DEGs and ASEs in A549 cells. Using GEPIA2 software, 16 of the 33 cancer types from TCGA show the down-regulation of CELF6, indicating that CELF6 may play an important role in the pathogenesis and progression of various tumors. To study its potential mechanism in non-small cell lung cancer, we used the A549 cell line as a model to analyze the consequences of CELF6 over-expression. CELF6-OE was observed to negatively regulate the expression of many genes related to cancer inflammation. In addition, we observed that CELF6-OE significantly regulates the AS of genes involved in the P53 signaling pathway and the apoptosis pathway. These results revealed the role of CELF6 in the transcriptional and post-transcriptional regulation of lung cancer progression.

Previous research reports stated that CELF6 is generally down-regulated in colon cancer and breast cancer, and acts as a tumor suppressor (Liu et al., 2019; Yang et al., 2020). Over-expression of CELF6 inhibits tumor cell proliferation, colony formation, cell migration and invasion by directly binding to the 3′UTR of FBP1 and stabilizing FBP1 transcripts. CELF6 regulates cell proliferation and cell cycle progression *via* modulating p21 stability (Liu et al., 2019). Recent research demonstrated that the minor allele “C” of a single-nucleotide polymorphism in CELF6 is associated with increased risk of cervical cancer (Fang et al., 2017). CELF6 is associated with the repression of its CNS targets *via* the 3′ UTR *in vivo* (Rieger et al., 2020). Based on the identified functions of CELF6, we predict that it could also influence the phenotypes of lung cancer cells by acting as a tumor suppressor. Further experiments are needed to confirm this prediction. Meanwhile, other cell lines of lung cancer also need to be included in the following studies to further validate our conclusion.

In this study, GEPIA2 and KM-plotter software were used to analyze TCGA data and the results indicated that CELF6 showed lower expression levels in most tumor types compared with in matched normal tissue. Two lung cancer types (LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma) have lower CELF6 expression levels, too. In this study, it is speculated that CELF6 may function as a tumor suppressor in NSCLC.

The tumor necrosis factor (TNF)/TNF receptor pathway affects the survival of cancer patients, and the potentially functional genetic variations of TNF/TNFR signaling pathway genes affect the survival rate of NSCLC patients (Guo et al., 2019). The TNF-α/NF-κB pathway plays an important role in tumor cell invasion and metastasis (Wu & Zhou, 2010). Recent studies have shown that Sotetsuflavone can inhibit the epithelial-mesenchymal transition, invasion, and metastasis of lung cancer cells in A549 cells through the TNF-α/NF-κB pathway (Wang et al., 2018). Therefore, TNF pathway is a significant biological progression in non-small cell lung cancer. 

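TNFAIP3 was the one gene among CCL5, JUNB, BIRC3, MLKL, PIK3R2, CCL20, TNFAIP3 and CSF1 that was not among the 12 genes selected for RT-qPCR. It had 347, 456 and 388 counts in CELF6-OE and 758, 701 and 659 in Control, a log2 fold change of -0.77 (standard error 0.11), and between -0.85 and -0.67 with each library left out in turn. Its adjusted p was 0.000572 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr, the largest over the alternatives tried. All 8 were lower in CELF6-OE, and for PIK3R2 this holds for ENSG00000268173, whose exons also cover IFI30, and not for the gene ID of PIK3R2 itself.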

In this study, we found that CELF6 can negatively regulate the expression of large number of inflammation-related genes, which are mainly enriched in the TNF signaling pathway, including CCL5, JUNB, BIRC3, MLKL, PIK3R2, CCL20, TNFAIP3, and CFS1. CC Motif Chemokine Ligand five is a member of the super family of secreted proteins involved in immune regulation and inflammation in the formation of chemokines. It can increase lung cancer migration through PI3K, Akt and NF-κB pathways (Huang et al., 2009). Over-expression of JunB Proto-oncogene increases the involvement of EMT in the invasion and metastasis of lung cancer (Wanna-Udom et al., 2020); Colony-stimulating factor 1 (CSF1) increases the proliferation and invasion of lung cancer cells (Hung et al., 2014). CCL20 is a family of secreted proteins in immune regulation and inflammatory processes, and promotes the migration and proliferation of lung cancer cells (Wang et al., 2016). These genes are related to the occurrence and progression of NSCLC, including cell proliferation, invasion, and metastasis. Their downstream targets are regulated by CELF6, which implies that CELF6 may affect the progression of NSCLC by regulating the expression of these genes. Further research is needed to confirm and verify the association between CELF6 and TNF signaling pathways. For example, WB can be used to detect changes in the protein levels of the above-mentioned inflammatory genes at the cell level of CELF6-OE.

Here we note that the empirical genes of the ASEs regulated by CELF6 are mainly located in the genes associated with p53 signaling pathway, apoptosis, and ECM receptor interaction. Associated genes were TP53 (Tumor Protein P53), CD44 (Cell Surface Glycoprotein CD44), FN1 (Fibronectin 1), and CD47 (CD47 Molecule). These AS genes are also validated in cell samples over-expressed by CELF6 (Fig. 4G). CELF6-affected TP53 and CD44 at the AS levels are associated with apoptosis, migration signaling pathways, which are associated with oncogenesis, cancer metastasis, prognosis, and total survival in many cancers (Han et al., 2003; Li et al., 2016; Roudi et al., 2014). CD44 is a cell-surface glycoprotein involved in cell-cell interactions, cell adhesion and migration. High expression of CD44 is not only associated with the occurrence and migration of NSCLC (Li et al., 2016; Liu et al., 2015), but also with drug resistance and poor prognosis (Liu et al., 2013; Shinohara et al., 2016). In NSCLC, CD44 has multiple variable shear subtypes, and the expression of cell-adhesion associated with CD44v6 is highly relevant to the lymph node metastasis of NSCLC (Su et al., 2014).

It is well known that P53 signaling pathways are an important biological process that affects cancer cell apoptosis. Recent studies have reported that vinorelbine combined with afatinib can induce apoptosis in non-small cell lung cancer by activating p53-related signaling pathways (Liu et al., 2021). TP53 is known to be a transcription factor. TP53 is related to the progression of NSCLC. The expression of TP53 is related to the aggressiveness of cancer. The mutation of TP53 affects the poor prognosis of non-small cell lung cancer (Canale et al., 2020; Qin et al., 2020). Silencing different splicing factors seems to activate p53 in different ways, although p53 levels are increased in almost all cases (Siebring-van Olst et al., 2017). Over-expression of another RBP RBM10 induces p53-dependent apoptosis in various cancer cells (Jung et al., 2020), indicating that CELF6 is likely to contribute to tumorigenesis *via* regulating the AS of TP53 or CD44 in non-small cell lung cancer cells.

## Conclusions

In conclusion, we successfully applied RNA-seq technology to prove that CELF6 regulates alternative splicing, and that the functions of splicing factors are associated with tumor immunity. We found that in A549 cells, CELF6 may regulate tumorigenesis and cancer progression by repressing the expression of immune response genes. Our results also emphasize that the well-known splicing factor CELF6 may activate the P53 signaling pathway by regulating the alternative splicing of its key genes. Further research on CELF6-regulated alternative splicing would be helpful to accurately understand the signaling network that guides the occurrence of non-small cell lung cancer, as well as the potential of CELF6-targeting therapies.

## Supplemental Information

10.7717/peerj.13800/supp-1 Supplemental Information 1 Uncropped gels for WB. Click here for additional data file.

10.7717/peerj.13800/supp-2 Supplemental Information 2 (A) The top 10 representative GO biological processes of up-regulated genes. (B) Bar plot exhibited the most enriched KEGG pathways results of the up-regulated and down-regulated DEGs. Click here for additional data file.

10.7717/peerj.13800/supp-3 Supplemental Information 3 CELF6 regulated alternative splicing of SEC31A (A), FN1(B) and CD47(C). **Left:** IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. **Right:** The schematic diagrams depict the structures of ASEs. RNA-seq validation of ASEs are shown at the bottom of the right panel. Error bars represent mean ± SEM. ***P-value < 0.001, ** *P*-value < 0.01, * *P*-value < 0.05. Click here for additional data file.

10.7717/peerj.13800/supp-4 Supplemental Information 4 Primer sequences used for RT-qPCR. Click here for additional data file.

10.7717/peerj.13800/supp-5 Supplemental Information 5 Raw and processed data of RT-qPCR results. Click here for additional data file.

10.7717/peerj.13800/supp-6 Supplemental Information 6 The details of the DEGs. Click here for additional data file.

10.7717/peerj.13800/supp-7 Supplemental Information 7 GO analysis of Up-regulated genes. Click here for additional data file.

10.7717/peerj.13800/supp-8 Supplemental Information 8 KEGG analysis of Up-regulated genes. Click here for additional data file.

10.7717/peerj.13800/supp-9 Supplemental Information 9 GO analysis of Down-regulated genes. Click here for additional data file.

10.7717/peerj.13800/supp-10 Supplemental Information 10 KEGG analysis of Down-regulated genes. Click here for additional data file.

10.7717/peerj.13800/supp-11 Supplemental Information 11 Annotated splice junctions and novel splice junctions were detected using TopHat2 software. Click here for additional data file.

10.7717/peerj.13800/supp-12 Supplemental Information 12 Classification of all regulated alternative splicing events. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

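RNA from A549 cells transfected with a CELF6 plasmid (CELF6-OE) or an empty plasmid (Control) was sequenced in 3 biological replicates per group, 6 libraries in all. The sample labels and the methods both give 3 replicates per group, and each library's group and number were taken from the labels. According to the methods, the authors trimmed the reads with FASTX-Toolkit, aligned them to GRCh38 with TopHat2, and counted the reads with a unique location on each gene. The tool for counting, its strand setting and the annotation release are not named in the paper's text. The authors deposited 2 tables. The first holds read counts per gene, which are whole numbers without normalization, and the second holds FPKM values, rounded by the authors. No column of either table was left out. Each gene was used under its versioned Ensembl identifier and symbol as deposited, and 29032 of the 29889 identifiers (97.1%) were found in GENCODE v44 on the same chromosome.

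From the counts, library sizes were scaled with TMM in edgeR 4.0.16 (R 4.3.3), and all 29889 genes with at least 1 count in any library were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. Log2 fold changes used a prior count of 0.125. A DEG had a p under 0.01 and a fold change of at least 1.5 in either direction, as in the paper's methods, and a second count used an adjusted p under 0.05, as in its results text. In the test of all genes the prior degrees of freedom were infinite, and 3 genes had a p of 0. The standard errors of log2 fold changes come from this test, so they leave out the spread of single genes between replicates. The 15847 genes kept by filterByExpr, with its minimum count of 10, gave finite prior degrees of freedom of 7.15, so adjusted p for named genes are given from that test beside the largest over all alternatives. The common dispersion was 0.00752, a biological coefficient of variation of 8.67%. FPKM values served for the mean and SD of single genes, for exact permutation tests, for the PCA and, as log2(FPKM + 1), for correlations. Gene lists were tested with camera at a preset correlation of 0.01 in limma 3.58.1, and with fry and an estimated correlation as alternatives. DESeq2 1.42.0 was another alternative.

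The total count per library was 33748328 to 35413404 in CELF6-OE and 36422617 to 37920700 in Control. A gene at 0 counts was given an upper limit of 3 counts. Confidence intervals are Wilson intervals at 95% and cover counting error only. Reads were not labelled with molecular identifiers as far as the methods tell.

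The named genes, or the rule that picks them, were fixed before the deposited data were examined, but after the paper's DEG table had been read. Fixed by name was every gene the paper names as differentially expressed, spliced or a known CELF6 target. The near-identical or neighbouring genes HSPA1A and IFI30, the paralogs CELF1 to CELF5 and 4 interferon genes were fixed by name too. HSPA1A and the 4 interferon genes are in that table, so they were not chosen blind to their change. A rule added the 5 up-regulated and 5 down-regulated genes with the smallest p among those changed the same way in all 9 pairs of libraries. Which genes this rule picks was settled only by the test, though the paper's DEG table also gives a p for each gene it lists. The thresholds, the statistical tests and most alternatives were fixed at the same time. Of the genes and lists looked up, 2 genes and 1 gene list are not reported here. A second edgeR dispersion method and corrections for GC content and transcript length were added later. The 8 gene lists (interferon response, TNF and NF-kB targets, complement and coagulation, cell adhesion molecules, heat shock response, unfolded protein response and proliferation among them) were written from general knowledge after the paper's DEG and enrichment tables had been read, so they are not independent of the study's results. Between 0 and 78 genes of a list are in the paper's DEG table. Markers of leukocytes were a further list of 17 genes. Threshold cycle values of the RT-qPCR were taken from the paper's supplement and averaged over 3 technical measurements.

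The alternatives were other scalings (RLE size factors, library size only and upper quartile), other tests (edgeR's exact and likelihood ratio tests, DESeq2 and limma-voom), filters on low counts, removal of the CELF6 counts, a prior count of 2, the replicate number as a block, a fold change of 2, and leaving out each library in turn. The procedure was tested on simulated counts in which 200 genes had known changes. It recovered 99.5% of them among 28301 genes tested, and called 91 unchanged genes at p under 0.01 and 3 at an adjusted p under 0.05. The simulated counts followed the dispersion trend and held no spread of single genes around it. The changed genes were not drawn from genes with low counts, changed by at least 2-fold and rose as often as they fell. The recovery therefore does not cover genes with low counts, changes between 1.5-fold and 2-fold or a majority of falling genes. Splicing, survival and protein data of the study were not analysed here.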

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

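The other scalings, DESeq2 and the fits that each left out a library were fixed before the data were examined, as were most other alternatives. The GC correction and the remaining tests in this part were chosen only after these genes had been seen to change. For the test of reads from the opposite strand and the rule on a higher mitochondrial share, their own values had been seen too.

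DANCR, ACO1 and MT-ND6 were among the 5 up-regulated genes with the smallest p, and the paper does not discuss them. The log2 fold change of DANCR, a long non-coding RNA gene, was 1.47, with 1664, 1636 and 1205 counts in CELF6-OE and 488, 606 and 608 in Control. The log2 fold change of ACO1 was 1.16, with 1046, 1091 and 728 counts in CELF6-OE and 450, 448 and 444 in Control. For both genes CELF6-OE replicate 3, which had the least CELF6, was the lowest of the CELF6-OE libraries and lay above every Control library. The tables argue against scaling as the origin, since under the 3 other scalings the lower log2 fold change of the pair was 1.17, not smaller than under TMM. They argue against a GC trend too, since after removal of each library's trend with GC content the lower value was 1.14. Across all 21 alternatives the log2 fold change stayed between 1.37 and 1.59 for DANCR and between 1.08 and 1.30 for ACO1. Whether these genes answer to CELF6 itself or to the changed interferon response was not tested, and the design holds no cells in which these are separate. A biological origin remains a hypothesis, found on the same data.

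MT-ND6 had a log2 fold change of 1.11, but the replicates differed, with 3555, 9247 and 7956 counts in CELF6-OE and 3533, 3092 and 3389 in Control. CELF6-OE replicate 1 was at the level of the Control libraries, and without it the log2 fold change was 1.44. Without CELF6-OE replicate 2 it was 0.88. Its adjusted p, 0.0109 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr, was at most 0.0314 over the alternatives, with DESeq2. A higher share of all mitochondrial transcripts would raise the other mitochondrial protein genes as much, and the largest change among those 12 genes was 0.56, for MT-ATP8, while MT-CO1 had -0.15. MT-ATP8, MT-ATP6 and MT-CO3, which are neighbours, rose by 0.56, 0.50 and 0.43. MT-ND6 is the one mitochondrial protein gene on its strand. The paper describes a directional library, but its text does not say whether the counting used strand, so reads of the opposite strand may be part of the MT-ND6 counts. MT-ND5, its neighbour on the opposite strand, rose by 0.35. With gene counts alone, a rise of MT-ND6 and reads from the opposite strand cannot be told apart.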

How the results depend on the processing

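The corrections for GC content and transcript length and the second edgeR dispersion method were chosen after seeing the data. The other alternatives were planned. No alternative moved the median log2 fold change of the 15847 genes kept by filterByExpr by more than 0.1. Down-regulated DEGs outnumbered up-regulated DEGs under every alternative run.

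The percent of DEGs that are down-regulated, 78.9%, was 72.9% with the library size only, 76.2% with upper-quartile scaling, 75.2% with the likelihood ratio test, 83.4% with DESeq2, 81.25% with filterByExpr and 81% for genes with at least 10 counts in every library, and from 72% (without Control replicate 1) to 81.5% (without CELF6-OE replicate 2) across the 6 fits that each left out a replicate. The causes were not tested. The 324 up-regulated DEGs became 169 with DESeq2 and 191 with at least 10 counts in every library, where fewer genes are tested, and at an FDR under 0.05 the 279 became 159 and 185. Of the 324 genes, 164 were among the 169 and 187 among the 191. A fold change of 2, a stricter threshold by construction, left 119 up-regulated and 659 down-regulated DEGs, and 92 and 631 at an FDR under 0.05. Across the fits that each left out a replicate, the up-regulated DEGs numbered from 209 to 448 and the down-regulated from 921 to 1256. At an FDR under 0.05 they numbered from 126 to 426 and from 741 to 1176. CELF6-OE replicate 2 mattered most, with 209 up-regulated DEGs without it, and 126 up-regulated and 741 down-regulated at an FDR under 0.05. At that FDR, 426 genes were up-regulated without Control replicate 1 and 158 without Control replicate 2. These fits also had fewer samples.

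The number of expressed genes, 29889, was 18927 with at least 1 count in every library, 11989 with an FPKM of at least 1 and 17130 with at least 10 counts, as each minimum is higher. The share of the first principal component, 33.9%, was 61.1% for centred log2(FPKM + 1), 36.3% for centred log2(FPKM + 0.1), 48% for genes with a mean FPKM of at least 1, 37.6% for log2 CPM, and from 36.2% to 41.5% with a library left out. The groups lay apart on this component in each of these settings.

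The replicate number as a block gave 312 up-regulated and 1180 down-regulated DEGs, and 258 and 1106 at an FDR under 0.05. Libraries with the same number did not deviate together, with correlations of -0.084, -0.059 and -0.11, so the numbers gave no pairing.

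Among the named genes, 5 reversals were found, each for a gene without a difference between the groups. The CELF2 log2 fold change, with at most 2 counts in a library, ran from -0.96 to 0.40 across the fits that each left out a library, above 0 without CELF6-OE replicate 1 (0.066) and without Control replicate 1. The PIK3R2 (ENSG00000105647) log2 fold change ran from -0.10 to 0.029, above 0 without Control replicate 3, and was 0.027 after GC correction. The BAX log2 fold change ran from -0.16 to 0.024, above 0 without Control replicate 3. In 31 further cases a gene lost its adjusted p under 0.05, and in 752 its side of that threshold and its direction held. Those 31 concerned CD44, GAPDH, CELF5 and CASP8. The 7 gene lists reported held their direction in all 77 comparisons. Of the 11 selected DEGs reported, 10 were called without Control replicate 1. No value for CELF6 exists once its counts are removed or where at least 10 counts are needed in every library.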

Differences from the paper's values

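None of the values of the paper compared here differed from the values above by more than 1.5-fold or, for the log2 fold changes of 28 named genes in its DEG table, by more than the standard error. Among the alternatives set before the data were examined, DESeq2's Wald test, at least 10 counts in every library and a fold change of 2 gave fewer up-regulated and fewer down-regulated DEGs than the paper by more than 1.5-fold, at p under 0.01 and at an FDR under 0.05. At p under 0.01, filterByExpr and leaving out CELF6-OE replicate 2 or Control replicate 2 did so for the up-regulated DEGs. At an FDR under 0.05, leaving out CELF6-OE replicate 2 (126 up-regulated and 741 down-regulated) or Control replicate 2 (158 and 845) did so for both, and the edgeR exact test (235), limma-voom (218), filterByExpr (214), a prior count of 2 (273), the replicate block (258) and leaving out CELF6-OE replicate 1 (264), CELF6-OE replicate 3 (248) or Control replicate 3 (242) did so for the up-regulated DEGs. At both thresholds the paper's numbers used here were the 417 and 1351 of its text. Its DEG table has 351 up-regulated and 1268 down-regulated genes at an FDR under 0.05. Part of the differences at that FDR therefore comes from unlike thresholds.

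The paper's text gives 417 up-regulated and 1351 down-regulated DEGs, against 324 and 1212 here at p under 0.01 and 279 and 1158 at an FDR under 0.05. The results text names an FDR under 0.05 as the threshold. The paper's DEG table has a largest FDR of 0.0825 and a largest p of 0.00995, and 1619 of its genes have an FDR under 0.05, 351 of them up-regulated and 1268 down-regulated. The likelihood ratio test gave 425 up-regulated and 1292 down-regulated DEGs, the nearest to the paper's total among the alternatives, of which 1589 were in the paper's table and 128 were not. Of the 232 genes in the paper's table that were not called here, 209 were called under at least 1 alternative and 133 had a mean count under 10. All 232 had the same direction. The likelihood ratio test called 120 of them and limma-voom 64, the edgeR exact test 49, library size only 28, the replicate block 17, upper-quartile scaling 14, RLE size factors 11, at least 10 counts in every library 8 and filterByExpr 3, and DESeq2, CELF6 counts removed and a prior count of 2 called 0. Leaving out a library called between 12 and 42 of them. The alternatives chosen after seeing the values, GC content correction, the second edgeR dispersion method and transcript length correction, called 30, 21 and 20.

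The paper's text gives 28121 expressed genes, against 29889 with at least 1 count. The number of genes with at least 1 count minus the number of genes in the DEG table is 28121.

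The paper names PIK3R2 as a lower gene. The gene ID of PIK3R2 itself had a log2 fold change of -0.051 here, and the identifier in the DEG table, ENSG00000268173, had -1.70.

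The paper lists ITGA9, TNC and GP1BB as up-regulated genes in ECM-receptor interaction, and none of them was called here. RLE size factors, library size only and upper-quartile scaling called both ITGA9 and TNC, as did leaving out CELF6-OE replicate 1. Leaving out Control replicate 1 and the replicate block called TNC. Library size only, upper-quartile scaling, the exact test, the likelihood ratio test, filterByExpr and leaving out CELF6-OE replicate 2 called GP1BB. GC content correction, chosen after seeing the values, called all 3, and the second edgeR dispersion method and transcript length correction, also chosen after seeing the values, called GP1BB. AFP, CCL28 and CD79B, which the paper lists under other terms, were called under no alternative.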

Other observations

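Apart from the other scalings and the splits of the libraries, the tests in this part were chosen only after the data had been seen, and those of genes with low counts, of interferon mRNA, of the plasmids and of the PIK3R2 locus, and the rule that decides on leukocyte RNA, after their own values had been seen too.

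The direction of the DEGs was weighed against 5 explanations. The down-regulated share was 72.9% under the scaling that lowered it most (library size only, Wilson 95% confidence interval 70.6% to 75.1%), 78.1% after removal of each library's trend with GC content and 78.6% after the same for transcript length. Among genes with at least 10 counts in every library it was 81%. All of these stayed above 50%, so none of these 4 explains the majority of down-regulated DEGs alone. Without the genes of the interferon response list the share was 77.8%, but it would have been 77.5% even if all 98 had been down-regulated DEGs, so how much of the majority belongs to the interferon response stays open. Of the 10 splits of the 6 libraries, only 1, the real one, gave as many DEGs as 1536, and the largest other number was 112. The same held for the 1437 DEGs at an FDR under 0.05, where the other splits gave 0, with 310 to 1224 genes at an unadjusted p under 0.05. For the number of lists with an adjusted p under 0.05, 1 of the 10 splits, the real one, reached 8, and another reached 7. With 10 splits a share under 0.1 is not possible, so the number of splits alone cannot tell the treatment from a chance difference between sets of libraries. The sizes, with 1437 against 0 at an FDR under 0.05, cannot settle this either. Each other split mixes CELF6-OE and Control libraries on both sides, which adds the difference between the groups to the spread within a side. Among the genes kept by filterByExpr, where the spread of single genes entered the test, 214 up-regulated and 922 down-regulated genes were still called at that FDR. For the DEGs these values argue against a chance difference, but not against another difference between the groups than CELF6. For the lists, 8 against 7 decides nothing, since the mixed splits can keep part of the difference between the groups.

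The lower interferon response was weighed against 4 explanations. Leukocyte RNA in the Control cultures would bring the abundant transcripts of those cells. Of 17 leukocyte markers, 9 had a mean of 3 counts or fewer in Control, among them PTPRC with 0.67 counts, and this argues against it. CD68, CD14 and CORO1A were present with 635, 244 and 174 counts, and CD68 had a log2 fold change of -1.51 while CD14 and CORO1A had 0.16 and 0.17. After GC correction the median of the interferon list was -1.18, so a GC trend does not account for it. A candidate explanation that stays open is less interferon mRNA in CELF6-OE, since IFNB1, IFNL1, IFNL2 and IFNL3 all fell, with the smallest change at -3.09. Interferon genes also respond to interferon, so the order of events is not known from these libraries. Another is a response of the cells to the transfection that differed between the plasmids. IFNB1 had a mean of 206 counts in Control, and no untransfected cells were analysed here, so an effect of CELF6 and one of the plasmids cannot be told apart.

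CELF6-OE replicate 3 had 61% of the CELF6 of the other CELF6-OE replicates and lay closest to Control. Genes called without replicate 3 kept a median of 71.5% of their change in replicate 3 if down-regulated and 75.3% if up-regulated. Genes called without replicate 1 or 2 kept 103% and 115% of their change in those if down-regulated, and 91.6% and 100.0% if up-regulated. A smaller effect with less CELF6 may explain this, as a hypothesis that rests on 1 library.

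The identifier listed as PIK3R2 fell by 1.70 on the log2 scale, while the gene ID of PIK3R2 itself had a log2 fold change of -0.051 (standard error 0.087), which argues against lower expression of PIK3R2. Reads from IFI30, an interferon-inducible gene in general knowledge, are a candidate explanation for the former value, as the exons of ENSG00000268173 include 997 bases of IFI30, and the RT-qPCR primers match IFI30 and not PIK3R2. Of 381 readthrough genes tested, 21 were DEGs, and for 3 of these a component gene was not among the genes tested.

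Among genes the paper cites as targets of CELF6 elsewhere, CDKN1A had a log2 fold change of -0.78 (standard error 0.073) in A549 cells, and FBP1 had 1 count in all 6 libraries, so no change was detectable at this depth. Of the paralogs, CELF1 had a log2 fold change of 0.14 and CELF5, with 16 to 45 counts per library, of -0.80. CELF2 and CELF4 had at most 7 counts in a library, and CELF3 was not analysed here. GAPDH, the reference of the RT-qPCR, had a log2 fold change of -0.19. The adjusted p of CDKN1A, CELF1, CELF5 and GAPDH was 3.98e-05, 0.147, 0.0591 and 0.127 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment among the genes kept by filterByExpr, and at most 4.22e-05, 0.588, 0.230 and 0.281 over the alternatives, so only CDKN1A of these 4 had an adjusted p under 0.05 throughout.

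Among the other lists were 43 proliferation genes, with a median log2 fold change of 0.22, 39 genes higher and 0 DEGs, and 33 unfolded protein response genes, with a median of -0.13, 23 genes lower and 2 down-regulated DEGs. The largest median in size among the other splits was 0.10 and 0.080 for these lists.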
